A study of Mus musculus with 8 samples. Its data were reported in "Cordycepin generally inhibits growth factor signal transduction in a systems pharmacology study" (2024).

How the data were processed

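NIH3T3 cells, an immortalised line of mouse embryonic fibroblasts, were arrested by lowering the serum in their medium and were then stimulated with fresh serum in the presence or absence of cordycepin. Cordycepin is 3′-deoxyadenosine, an adenosine analogue without the hydroxyl group to which the next nucleotide of an RNA chain is joined. Per the labels, cells on 15 cm plates in 10% newborn bovine serum were moved to 0.5% serum for 24 h. They received either 20 µM cordycepin or 0.1% DMSO. Serum was added 60 min later, so that cells were exposed to cordycepin for 90 min and to serum for 30 min. The study dissolved cordycepin in DMSO, so cells given cordycepin received this vehicle as well. Total RNA was isolated on columns with a DNase step, labelled with Cy3 by linear amplification and hybridised to 1-colour Agilent mouse arrays. The groups came from the labels: 3 arrays of cells given cordycepin and serum, 3 of cells given serum alone and 2 of cells given no serum. There was no array of cells given cordycepin without serum, so the effect of cordycepin was measured in serum-treated cells only.

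The deposited files hold the scanner output of each array as intensity per spot, on a linear scale. Per the file headers, the authors extracted these values with Feature Extraction 10.7.3.1, which subtracts a local background and corrects a spatial trend to give a processed signal for each spot, and marks spots that are outliers or not well above background. The probe positions in the files refer to the mouse build mm9. The study's methods name limma for the analysis of arrays and give neither a normalisation nor a filter. Each array held 62976 spots, of which 3671 were control spots. The remaining 59305 spots represented 55681 probes. All 8 arrays lay on 1 slide and were read in 1 scan, so neither could be tested as a batch. The row of the array on the slide was tried as a block.

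The log2 of the processed signal was taken, and the 75th percentile of that value over the non-control spots was subtracted from each array. Spots marked as outliers and control spots were left out, and spots of the same probe were averaged. A probe was tested where it was well above background on every array of at least 1 group, which left 30857 probes. These comprised 17894 probes for RefSeq mRNAs, 6957 probes for long intergenic non-coding RNAs (lincRNAs) and 6006 probes for other transcripts. Differences between groups were tested with limma 3.58.1 in R 4.3.3, with 1 mean per group, all 8 arrays sharing an estimate of the spread, and no covariate. P-values were two-sided and adjusted by the method of Benjamini and Hochberg over all probes tested. A probe was called higher or lower at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. All fold changes are relative to the 75th percentile of the same array, so a change shared by most transcripts would not be seen. The calculation was tested on simulated data in which 200 of 30857 probes were changed. It recovered 200 of these for the cordycepin effect with 1 false call and 198 for the serum effect with 8 false calls. For cordycepin plus serum against no serum it recovered 194, with 7 false calls. All simulated changes were larger than the minimum fold change for a call, so recovery near that threshold was not tested.

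Where a probe was not well above background on any array of a group, its level there is only a bound. Such a change is given as at least so many fold, from the mean of the brighter group against the mean, over the arrays of the dimmer group, of the higher of the probe's own value and the lowest value among probes well above background. Gene names are those of the array design. Of 18513 RefSeq accessions among the tested probes, 18357 were matched to a current symbol. The table of symbols belongs to build GRCm38, and none of its coordinates were used.

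The genes named were fixed by a rule before the data were examined: 7 serum response genes that the study names, 3 reference genes, the 5 genes with the largest rise and the 5 with the largest drop among called probes with a gene symbol and no overlap between the arrays of both groups, and up to 3 called members each of the MAPK phosphatase and circadian lists. For a gene with several probes, the probe with the highest mean over the 8 arrays is given, and the probe that brought the gene onto the list is given beside it where the 2 differ. Genes measured above background in both groups were ranked as well, and this ranking was added after the data were seen. There were 14 gene lists, also fixed beforehand, and each was tested with camera from limma with an inter-gene correlation of 0.01 on 1 probe per gene. They covered the study's serum response genes, immediate early genes, MAPK phosphatases, ERK output genes, FoxO targets, cytoskeletal targets of MRTF and SRF, NF-kB targets, circadian genes, interferon-stimulated genes, interferon alpha and beta genes, ribosomal protein genes, replication-dependent histone genes, olfactory and vomeronasal receptor genes, and reference genes. The fry test, camera with an estimated correlation and 10000 random lists matched on mean expression were set beside it. Values of certain single members of these lists are not reported here.

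The serum and cordycepin effects both use the serum arrays, with opposite sign, which makes their correlation negative without any true effect. The correlation was therefore set against 20 simulated draws and against fits in which the 2 effects used different serum arrays. Alternatives to the background correction, the normalisation, the filter on dim probes, the model, the thresholds and the unit of counting were tried, and each array was left out in turn. The number of arrays limits the precision of every value, and the spread of the cells without serum, with 2 arrays, was estimated together with that of the other groups.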

Results

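The arrays measured RNA in serum-starved NIH3T3 fibroblasts that received serum for 30 min, and in cells without serum. There were 3 arrays after cordycepin, 3 after DMSO alone and 2 of cells without serum. The 75th percentile of the processed signal ranged from 302.2 to 692 between arrays, and 51.1 to 57.1% of probes were well above background on each array. No spot was saturated. The arrays of a group correlated with r between 0.993 and 0.996 across probes. The cordycepin arrays correlated with the other arrays at 0.966 to 0.976, while the serum arrays and the arrays without serum correlated at 0.986 to 0.992. The first principal component held 65.0% of the variance and separated the 3 cordycepin arrays from the other 5 arrays. The second held 12.5% and separated the serum arrays from those without serum.

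What cordycepin changes in cells responding to serum was examined first, by comparing cordycepin plus serum with serum alone. Of 30857 probes, 2336 were called higher and 921 lower with cordycepin. Normexp background correction gave 891 higher and 408 lower, centring on spike-in probes gave 1482 and 384, and dropping the minimum fold change gave 3615 and 2376. Rises made up 71.7% of the calls. They were 59.7% after quantile normalisation and 79.4% after centring on spike-in probes. The direction of the imbalance depended on the level of the probe. When probes were split at the median of their mean over the 8 arrays, 2161 dim probes were called higher and 545 lower, while 175 bright probes were called higher and 376 lower. Rises were thus 79.9% of calls in the dimmer part and 31.8% in the brighter part. This split was chosen after the data were seen.

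**Figure D1:**
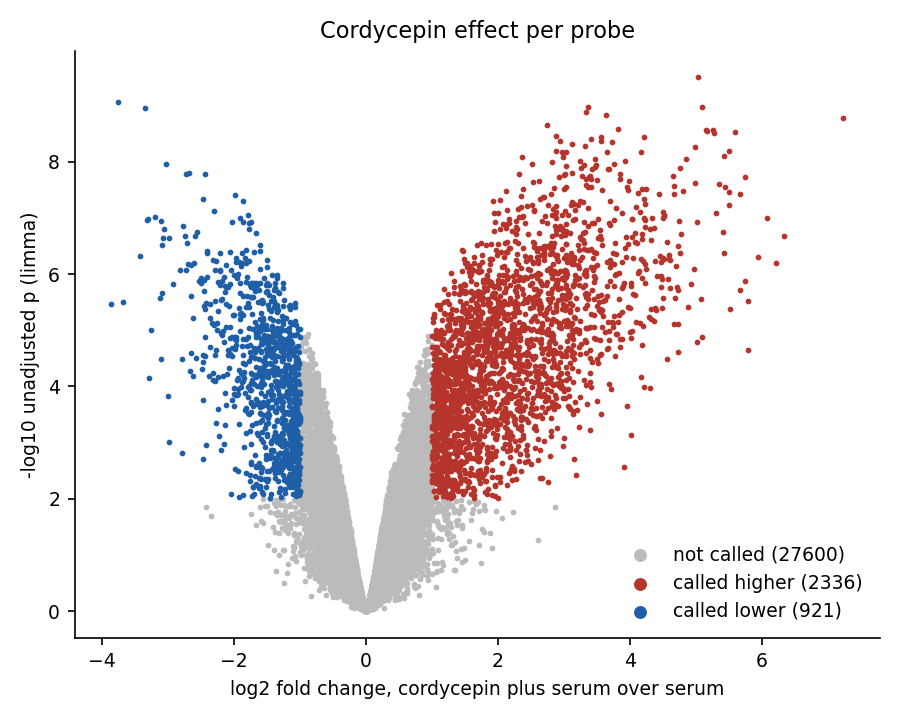
Cordycepin effect for each of 30857 probes, with the log2 fold change of cordycepin plus serum over serum on the x axis and −log10 of the unadjusted limma p-value on the y axis. Red points are the 2336 probes called higher, blue points the 921 called lower and grey points the remainder.

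The classes of transcript differed. Of the lincRNA probes tested, 17.8% (1237) were called higher and 3.91% (272) lower. Of the RefSeq mRNA probes, 3.51% (628) were called higher and 2.51% (450) lower. The other transcripts gave 471 higher and 199 lower. Among bright RefSeq mRNA probes, 77 were called higher and 268 lower, against 551 and 182 among dim ones. Bright lincRNA probes gave 63 higher and 57 lower. Many rises started from a level that was not measurable, as 1124 of the 2336 rises and 721 of the 921 drops were well above background in both groups.

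**Figure D2:**
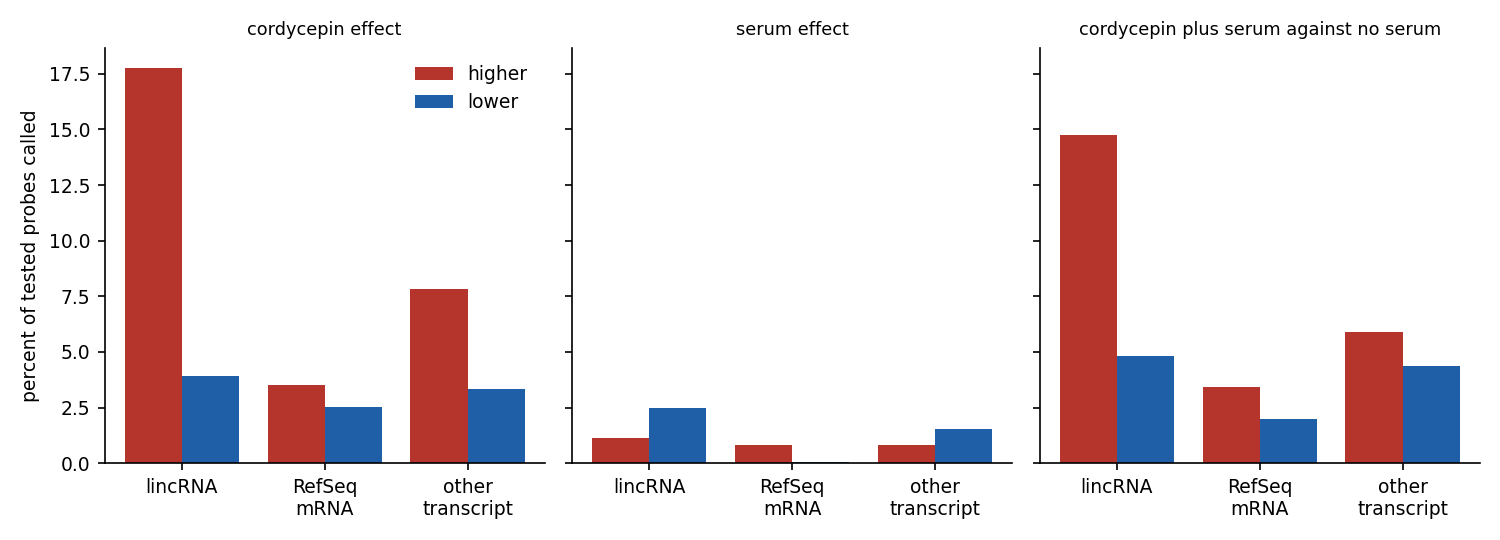
Share of the tested probes of each transcript class that was called higher (red) or lower (blue), in percent on the y axis, for each comparison. With cordycepin, 17.8% of lincRNA probes were called higher, and with serum alone lower calls outnumbered higher ones among lincRNA probes (173 against 79).

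Serum response genes that the study names were compared next, as normalised log2 signal (mean ± SD). Fos (chromosome 12, 86817900 to 86817959, build mm9) was at 1.08 ± 0.64 without serum (n = 2), 5.94 ± 0.19 with serum (n = 3) and 4.30 ± 0.31 with cordycepin and serum (n = 3). Its fall with cordycepin was −1.64 ± 0.25 (SE, limma adjusted p 0.00238). Fosb (chromosome 7, 19888168 to 19888227) fell by 1.69, with an SE of 0.17 and an adjusted p of 0.000221. Jun (chromosome 4, 94716928 to 94716987) fell by 1.44 ± 0.13 (adjusted p 0.000162), Junb (chromosome 8, 87501881 to 87501940) by 1.47 ± 0.16 (adjusted p 0.000386) and Egr1 (chromosome 18, 35024395 to 35024454) by 1.40 ± 0.12 (adjusted p 0.000125). Myc (chromosome 15, 61821417 to 61821476) fell by 2.28 ± 0.27 (adjusted p 0.000565). Egr2 (chromosome 10, 67004798 to 67004857) fell by 0.71 ± 0.14 (adjusted p 0.00936), which is below the fold change required for a call. Thus 6 of the 7 genes were called lower, both over all probes and adjusted over the list alone. The study chose these genes on these arrays, so this count is not independent evidence. Centring on spike-in probes left 3 of them called, with similar fold changes and larger errors.

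Cordycepin did not bring all of these genes to the level without serum. Fos remained 3.22 ± 0.28 above that level, Fosb 6.22 ± 0.18, Junb 1.17 ± 0.18 and Egr2 1.92 ± 0.16 (adjusted p 0.000202, 9.29e-06, 0.0033 and 0.000172). Jun and Egr1 did not differ from the cells without serum (0.17 ± 0.15 and 0.12 ± 0.14, adjusted p 0.518 and 0.623). Myc rose by 0.84 ± 0.30 with serum, which was not called (adjusted p 0.32), and with cordycepin was −1.44 ± 0.30 relative to the cells without serum (adjusted p 0.0137). That call of Myc was lost when either array without serum was left out.

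**Figure D3:**
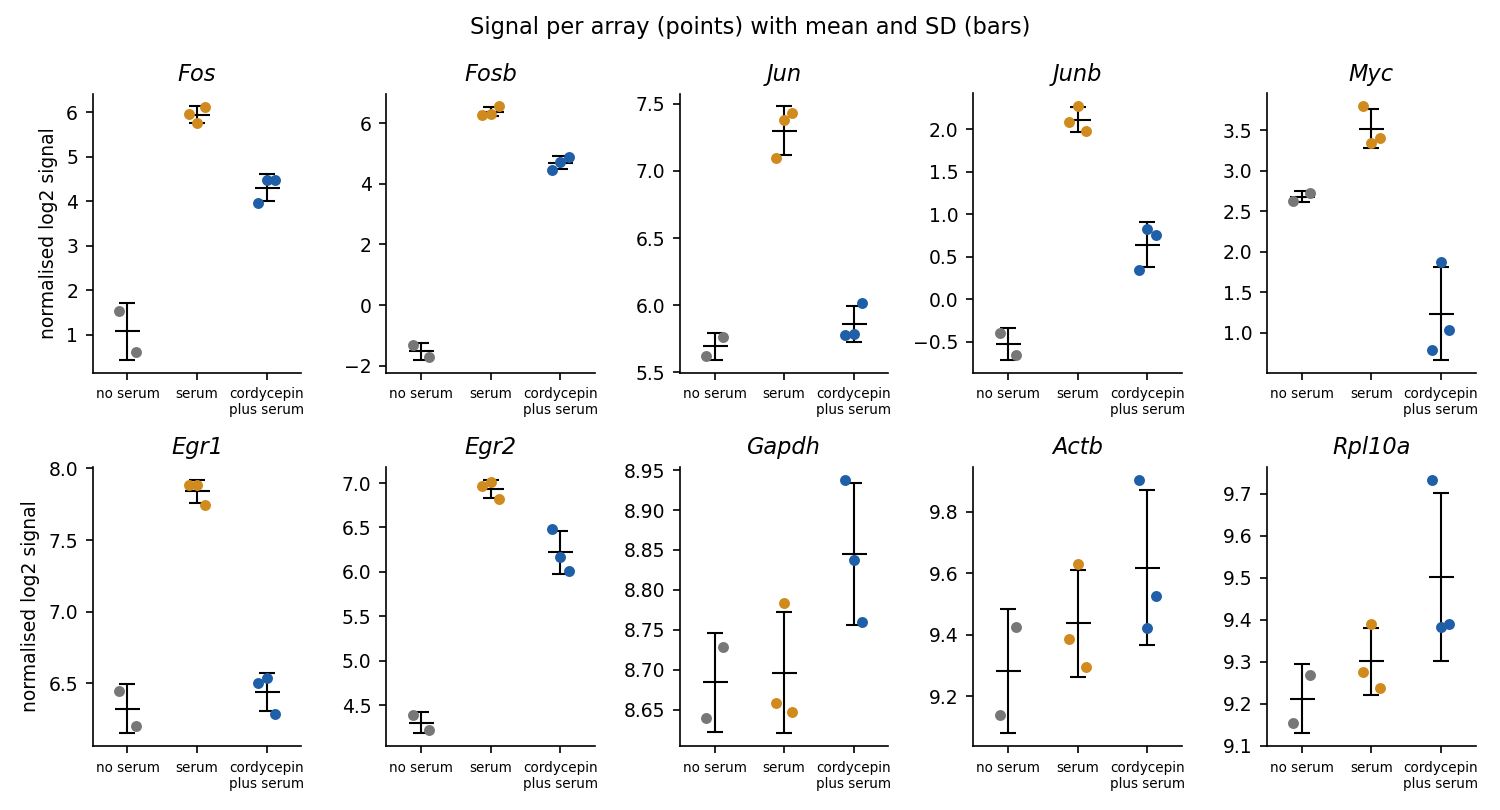
Normalised log2 signal of 7 serum response genes and 3 reference genes on each array (points), with the mean and SD of each group (bars), for cells without serum (grey), with serum (orange) and with cordycepin and serum (blue). Fos, Fosb, Junb and Egr2 with cordycepin lie between the other groups, and Myc lies below both.

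None of the 3 reference genes fixed for naming was called. Actb differed by 0.18 ± 0.17 with cordycepin (adjusted p 0.491), Rpl10a by 0.20 ± 0.13 (adjusted p 0.329) and Gapdh by 0.15 ± 0.10 (adjusted p 0.374), and each of these became slightly negative after quantile normalisation. The Gapdh probe lies on chromosome 7 and did not match a RefSeq accession, and the 8 other probes with that name changed by 0.07 to 0.19.

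The largest drops of named genes with cordycepin were those of Tead4, Mcl1, Chac1, Arid5a and Dusp5. Tead4 (chromosome 6, 128177161 to 128177220) fell by 3.86 ± 0.34 (adjusted p 0.000137). Chac1 (chromosome 2, 119179990 to 119180049) fell by 3.68 ± 0.33 (adjusted p 0.000131), Arid5a (chromosome 1, 36377312 to 36377371) by 3.35 ± 0.11 (adjusted p 6.14e-06) and Dusp5 (chromosome 19, 53615682 to 53615741) by 3.32 ± 0.19 (adjusted p 2.02e-05). The probes of Mcl1 differed in size, with a drop of −3.75 on the probe that placed the gene here and −1.08 ± 0.16 on the brightest probe. The latter was not called when certain single arrays were left out.

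The naming rule, which ranks by fitted fold change, gave Ifnab, Grb7, Gpr84, Hapln3 and Ampd1 as rises, each on a probe that was not well above background on any serum array. Grb7 (chromosome 11, 98316616 to 98316675) was at least 27.1-fold higher with cordycepin, Gpr84 (chromosome 15, 103138670 to 103138729) at least 28.9-fold and Ampd1 (chromosome 3, 102902649 to 102902708) at least 15.9-fold. Ifnab and Hapln3 each had a brighter probe that was measured in all groups. On that probe Ifnab (chromosome 4, 88336567 to 88336626) rose by 3.33 ± 0.16 (adjusted p 1.04e-05), while Hapln3 (chromosome 7, 86262042 to 86262101) changed by 0.27 ± 0.15 (adjusted p 0.262) and was not called. Among genes measured in both groups, a ranking chosen after the data were seen, Kbtbd11 (chromosome 8, 15027026 to 15027085) rose by 5.09 ± 0.16 (adjusted p 6.14e-06). It was followed by Gm9975 (4.04), Hmha1 (now Arhgap45, 3.97), Ly6g6c (3.85) and Shd (3.84).

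The effect of serum itself was the next comparison, between serum and no serum. Here 270 probes were called higher and 278 lower. These numbers depended strongly on the 2 arrays without serum, ranging from 124 to 253 higher and from 142 to 491 lower when single arrays were left out. Centring on spike-in probes gave 46 higher and 129 lower and moved the median change of all probes to −0.36. The 2 arrays without serum disagreed on this shift. On replicate 1 the 75th percentile (692) exceeded the median spike-in signal (665.3). On replicate 2 it lay below that signal (466.8 against 1000), as on each serum array. The shift therefore cannot be read as a general fall of RNA with serum. Normexp correction gave 174 and 58. Of the 17894 RefSeq mRNA probes tested few were called, and those were mostly rises, with 143 probes higher and 12 lower. Among genes measured in both groups, the largest rises were those of Fosb (7.91 ± 0.18, adjusted p 2.73e-06), Fos (4.86 ± 0.28, adjusted p 0.000172), Atf3 (4.70 ± 0.26, adjusted p 0.000146), Arc (4.23 ± 0.26, adjusted p 0.000204) and Zfp36 (3.98 ± 0.16, adjusted p 3.01e-05). Egr4, which the naming rule also placed here by its fitted fold change, was not above background without serum and was at least 4.76-fold higher with it, so its rank is not known. That call was lost when either array without serum was left out.

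The drops with serum were less certain. Of genes measured in both groups, Olfr978 fell by 2.01 ± 0.24 (adjusted p 0.00508) and Gm4532 changed by −1.74 ± 0.12 (adjusted p 0.000447). Sipa1l2, Zfp944 and Zfp606 were called on 1 probe each, and their brightest probes were not called. The naming rule, which ranks by fitted fold change, gave Fcor, Tfap2a, Cdc14a, Pde4b and Oas1a. Fcor was at least 1.6-fold lower and Oas1a at least 1.79-fold lower with serum, where neither was above background, so these bounds do not place them among the largest drops. The call of Oas1a was lost when either array without serum, or certain other single arrays, were left out. Tfap2a, Cdc14a and Pde4b were listed for a dim probe each, while their brightest probes changed by −0.12, 0.23 and −1.10 and were not called.

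To ask whether cordycepin acted on the genes that serum changes, both effects were compared across the same probes. Of the 270 probes called higher with serum, 76.3% were lower with cordycepin and 49.6% were called lower. In data simulated with unchanged cordycepin arrays, 58.5% were lower because of the shared serum arrays. In data simulated with the estimated cordycepin effects reassigned at random among probes, 48.9% were lower (45.5 to 53.7% over 20 draws) and 4.74% called lower (2.01 to 7.26%). With different serum arrays for each effect, 67.9 to 84.2% were lower. Of the 278 probes called lower with serum, 75.9% were higher with cordycepin and 60.4% were called higher, against 61.8% higher with unchanged arrays and 63.1% higher and 10.2% called higher with reassigned effects. The share of serum-repressed probes that was higher fell to 46.6% after normexp correction, and the share called higher fell to 19.4% without replicate 1 of the cells lacking serum. Of the serum-induced probes, 41.5% were still called higher than without serum in the presence of cordycepin. The choice of these probes and this share rest on the same arrays without serum, which can raise the share. No simulated share was set against it, so how much is due to the shared arrays is not known.

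Across all probes, which are not independent replicates, the effects correlated with Pearson's r of −0.29 and Spearman's rho of −0.27. Arrays without any effect gave r of −0.45 in the simulation, unchanged cordycepin arrays gave −0.22, and reassigned cordycepin effects gave −0.06 (−0.06 to −0.04). With different serum arrays, r was −0.18 on average (−0.21 to −0.16) and rho lay between −0.15 and −0.03.

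**Figure D4:**
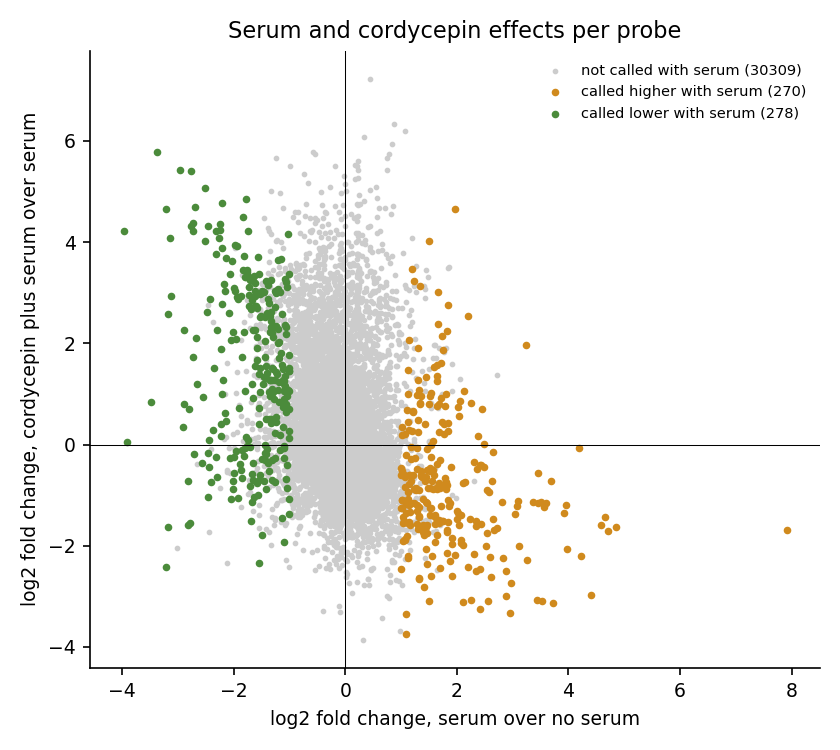
Log2 fold change of serum over no serum (x axis) against that of cordycepin plus serum over serum (y axis) for each probe. Orange points are the 270 probes called higher with serum and green points the 278 called lower, and 76.3% of the former lie below 0 on the y axis.

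Compared with cells without serum, the cells given cordycepin and serum had 1995 probes called higher and 950 lower. Rises were 67.7% of these calls, 57.7% after centring on spike-in probes and 58.1% after quantile normalisation. Normexp correction changed these numbers to 1036 and 349.

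Gene lists were tested to compare pathways that the study discusses. In the cordycepin effect, 9 of 14 gene lists passed an adjusted p of 0.05 with camera. The number was 11 after normexp correction, which added the receptor genes and the FoxO targets, 8 after quantile normalisation, without the ribosomal protein genes, and 7 after centring on spike-in probes, without the ribosomal protein genes and the MRTF and SRF targets. The immediate early genes had a median change of −1.75 (35 genes, adjusted p 6.58e-32), and 29 were called lower both over all probes and adjusted over the list alone. The study's serum response genes had a median of −1.47 (adjusted p 3.96e-09), the MAPK phosphatases −1.28 with 7 of 10 genes called lower (adjusted p 3.96e-09), the NF-kB targets −0.27 with 3 of 13 (adjusted p 9.46e-05) and the circadian genes −0.33 with 1 of 15 (adjusted p 0.000203). The counts adjusted over the list alone were the same, 7, 3 and 1. Interferon alpha and beta genes rose by a median of 3.11, and 9 of the 9 genes tested were called higher, also adjusted over the list alone (adjusted p 3.23e-11). Signal shared between these similar genes was not tested, and 5 other members of the list were not tested because they were too dim. These 6 lists also passed under fry and with an estimated correlation. The study describes serum response genes, MAPK phosphatases, circadian genes and immune genes as changed on these same arrays, and the immediate early genes include the former, so the tests of such lists are not independent evidence.

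The ERK output genes (median −0.84, 5 of 14 called lower, adjusted p 2.49e-07), the MRTF and SRF targets (−0.15, 0 called, adjusted p 0.00251) and the ribosomal protein genes (0.23, 0 called, adjusted p 0.000122) passed with camera but not with an estimated correlation, and the ribosomal protein genes did not pass under fry either. The remaining lists did not pass with camera. They were the interferon-stimulated genes (median 0.09, adjusted p 0.799), histone genes (0.09, 0.568), receptor genes (0.07, 0.799), reference genes (0.17, 0.726) and FoxO targets. The FoxO targets had a median of 0.03 but a mean of −0.20, and camera placed them lower (adjusted p 0.0673). They passed under fry (adjusted p 0.012, lower) but not with an estimated correlation (0.163), and no member was called. Of the receptor genes, 12 were called higher and 1, Olfr898, lower, while 12 in either direction were called adjusted over the list alone. Tbp was the reference gene called lower, also adjusted over the list alone. It fell by 1.09 ± 0.20 (adjusted p 0.00514), and its other probe fell by 0.72, which was not called. The call of Tbp was lost after centring on spike-in probes (−1.16 ± 0.53, adjusted p 0.311) and without replicate 1 of the cordycepin arrays, where it fell by 0.92. Olfr898 and Tbp were named after their values were seen. The receptor, reference and histone genes and the FoxO targets had negative medians after quantile normalisation.

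Among the phosphatases, Dusp2 (chromosome 2, 127163930 to 127163989) was 5.67-fold lower and Dusp1 (chromosome 17, 26642796 to 26642853) 5.48-fold lower with cordycepin, in addition to Dusp5 (adjusted p 7.27e-05 and 9.87e-05). With cordycepin and serum these 3 genes did not differ from the cells without serum (adjusted p 0.684, 0.923 and 0.303). The list as a whole was lower than without serum, with a median of −0.43, 9 of 10 genes lower and 2, Dusp4 and Dusp10, called lower, also adjusted over the list alone (adjusted p 0.00272 with camera and 0.00311 under fry, but 0.0958 with an estimated correlation). Both calls were lost without replicate 2 of the cells lacking serum, where Dusp4 fell by 1.20 and Dusp10 by 0.86, and without replicate 2 or 3 of the cordycepin arrays, and that of Dusp4 also without replicate 1 of them. These genes were named after their values were seen. Per1 (chromosome 11, 68923364 to 68923423) was the circadian gene called lower, by 1.57 ± 0.14 (adjusted p 0.000129).

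In the serum effect, the immediate early genes (median 2.11, 28 called higher, 30 adjusted over the list alone), the study's genes (2.63, 6 called) and the MAPK phosphatases (0.38, 4 called) were among the lists that rose (adjusted p 1.27e-80, 6.16e-26 and 3.22e-07).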

Values the study reported

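The study reported that cordycepin lowered the expression of 901 mRNAs and raised that of 1600 mRNAs in serum-stimulated NIH3T3 cells.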

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

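The alternatives were listed before the data were examined, except the gene lists without a filter on dim probes, which were chosen after the data were seen. In the paragraphs that follow the cause was not tested unless a reason is given.

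Normexp background correction gave 891 probes higher and 408 lower with cordycepin, 174 and 58 with serum, and 1036 and 349 for cordycepin plus serum against no serum. The share of serum-induced probes lower with cordycepin became 89.7%, and that of serum-repressed probes higher with cordycepin 46.6%. The median of the olfactory and vomeronasal receptor genes changed sign to 0.11 with serum and 0.28 for cordycepin plus serum against no serum, and the value for Oas1a, cordycepin plus serum against no serum, became 0.018. The offset of this correction shrinks the changes of dim probes by its construction.

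Centring on spike-in probes gave 1482 higher and 384 lower with cordycepin, 46 and 129 with serum (26.3% of calls higher), and 769 and 563 for cordycepin plus serum against no serum. The share of serum-induced probes lower with cordycepin became 95.65%, and that of serum-repressed probes higher with cordycepin 67.44%, and 3 of the 7 study genes were called. The median change of all probes moved to −0.36 with serum and −0.34 for cordycepin plus serum against no serum.

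Without a filter on dim probes, 134 probes were higher and 91 lower with serum, the share of serum-induced probes lower with cordycepin was 86.6%, and the receptor genes had a median of 0.21 with serum. More probes were tested here (55676). With only the 26839 probes above background on all 8 arrays, 1104 were higher with cordycepin, 145 were lower with serum, 1012 were higher for cordycepin plus serum against no serum, and the share of serum-repressed probes higher with cordycepin was 68.97%. Fewer probes were tested here, and those absent from any group were removed by construction.

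Without a minimum fold change, 3615 probes were higher and 2376 lower with cordycepin, and 1897 lower for cordycepin plus serum against no serum. At an unadjusted p, 607 were lower with serum. Counting 1 probe per gene name gave 1305 higher and 589 lower with cordycepin, 142 lower with serum, and 1141 higher and 593 lower for cordycepin plus serum against no serum. These changes follow from a looser threshold or from fewer probes. With only the arrays of both groups compared, 158 were lower with serum.

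Leaving out 1 array at a time gave 124 to 253 probes higher and 142 to 491 lower with serum. The extremes for lower calls were reached without replicate 2 and without replicate 1 of the cells lacking serum, where the lone remaining array is assumed to vary like the other groups. With cordycepin the ranges were 2147 to 2371 higher and 846 to 961 lower, and the lists past the threshold numbered 9 to 10.

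The replicate numbers of the labels did not pair the arrays, as 2 of 7 same-numbered pairs had correlated deviations above 0.1 (−0.17 to 0.23). With a replicate block, 2320 probes were higher and 921 lower with cordycepin, 258 and 293 with serum, and 1957 and 1007 for cordycepin plus serum against no serum. The row on the slide as a block gave 2263 and 888 with cordycepin.

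Of the other comparisons, 328 values of gene lists and 980 of named genes stayed on their side of the threshold, with the same direction of the test where they were past it, while 39 and 23 lost the threshold and 8 and 4 gained it, leaving aside single arrays left out. The list test is relative to the other probes, and with serum the medians of the ERK output genes, the MRTF and SRF targets and the NF-kB targets became −0.10, −0.05 and −0.04 after centring on spike-in probes, while these lists still tested as higher. Signal over background limits the dim probes, since 24819 probes were above background in no complete group and were not tested in the main fit.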

Other observations

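Of the tests in this part, the split of calls by mean level was chosen only after the result was seen, as were the repeats of the strand test on silent genes, by GC content, by mean level and under other processing, the comparison of loci with the gene they follow, the repeat of the probe-position test on bright probes and the sign test of probe position.

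At the cut-offs of the study, 2423 probes were higher with cordycepin. That is higher than the value quoted from the study above. The cordycepin effect: probes lower numbered 988 at those cut-offs. Over RefSeq mRNA probes alone, 628 were called higher and 450 lower, at the adjusted p used for a call and not at the cut-offs of the study. Both are lower than the values quoted from the study above, but the threshold is stricter. Probes are not mRNAs, and how the study counted them is not known here.

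Chance assignment of the arrays cannot be excluded by regrouping alone. Of the 10 splits of the 6 serum-treated arrays, 1 gave as many called probes, the real one, and the others gave 0, but 10 splits cannot give a share under 0.1.

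The rise of lincRNA probes with cordycepin depended on strand near expressed genes. This comparison used all 55676 probes with a value on every array, without the filter on dim probes, and adjusted calls over them. A locus was called higher where any of its probes was. Loci within 20 kb past the 3′ end of an expressed gene, by the outermost probe of the gene in build mm9, changed by 0.93 on average on the strand of that gene (241 genes) and by 0.30 on the opposite strand (219 genes). The difference was 0.64 with a two-sided permutation p of 1e-05, the smallest that 100000 permutations can give. Here and in the next paragraph, such p-values measure the spread among genes on the same arrays. Genes are not independent replicates. With Benjamini-Hochberg adjustment over 4 tests the p was 1e-05. Of these loci 44.0% were called higher on the same strand and 18.1% on the opposite one, a difference of 25.97 percentage points. However, 3949 of 4613 lincRNA loci lay in neither position, and 11.62% of those were called higher. The loci past expressed genes thus held only part of the rise. On the same strand the share fell from 43.9% within 5 kb to 9.86% beyond 200 kb. The expressed genes themselves had a median change of −0.01. Genes that were not above background without cordycepin showed a like difference when they lay in this position, at 1.08 on the same strand (82 genes) and 0.28 on the opposite strand (363 genes). Transcription continuing past gene ends in the presence of cordycepin is a candidate explanation for loci and genes in this position. It remains a hypothesis, because it was tested on the data in which the pattern was seen.

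Genomic DNA in the labelling would raise both strands alike, and the difference of 25.97 points argues against it. Probe GC content did not account for the strand difference, which was at least 0.52 in each quartile of GC among these loci (permutation p at most 7e-05, and 7.87e-05 after adjustment over 9 tests). It was 0.65 after quantile normalisation and 0.22 after normexp correction (adjusted p 1.29e-05 for both), so it did not arise from normalisation between arrays, although its size depended on the background correction. The level of the probes leaves the question open in part. The difference was 0.70 among the brighter loci and 0.54 among the dimmer ones when the loci were split at their own median level. Among loci above the median level of all tested probes it was 0.0739 (permutation p 0.8), with 33 genes on the same strand and 7 on the opposite one, which are few. Annotated gene ends that are too short would make the loci change as the expressed gene does. The same-strand loci changed by 1.07 more than the gene they follow (SD 1.15 over 241 genes, higher for 207 of them, two-sided permutation p 1e-05, the smallest possible), which argues against this as the whole cause. More stable RNA from these regions, or longer forms of the transcripts that respond in their own way, may give the same strand difference of 0.64 and were not tested.

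The overall excess of rises is another matter, and it could in part come from the handling of dim probes. From the dimmest to the brightest quartile of mean level, rises were 84.9, 71.2, 37.3 and 13.4% of calls, and they were 31.8% of calls above the median, so that drops outnumbered rises there. Among probes above background on all 8 arrays 60.7% of calls were rises, but that filter removes transcripts absent from any group and does not decide whether noise near background adds to the excess. The same turn was seen within RefSeq mRNA probes, at 75.2% in the dimmer part and 22.3% in the brighter part. Among lincRNA probes it was 84.5% and 52.5%. Transcripts that are silent without cordycepin are dim by nature, so the level of a probe and the kind of transcript cannot be told apart here. Normexp correction left 68.6% rises over all probes. Other centrings left at least 59.7%, and rises were at least 64.9% of calls in each quartile of probe GC content, so neither accounts for the whole excess.

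Whether cordycepin changed the use of sites within genes was asked with genes that have probes at least 200 bases apart. Over 2663 genes, the probe nearer the 3′ end changed by a median of 0.0273 more than the one nearer the 5′ end, with the 3′ probe higher in 1462 genes and lower in 1201 (two-sided exact sign test p 4.6e-07). The mean difference was 0.11 (two-sided permutation p 1e-05, the smallest possible, and the same after adjustment over 4 tests), and it came with 144 genes whose 3′ probe was higher by at least 1 and 40 where it was lower. Over 2481 genes with both probes above background on all 8 arrays, the median was 0.02 and the mean 0.09 (permutation p 1e-05), with 104 and 22 genes apart by at least 1. The shift is small and lies in the direction of the 3′ probe. A change in the choice of 3′ ends is a candidate explanation, but a difference in RNA integrity or labelling between the groups may give the same shift and was not tested, and genes are not independent replicates.

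The negative relation of the serum and cordycepin effects was not only the product of shared serum arrays, since Pearson's r was −0.185 on average with different arrays and negative in each of the 6 ways. By rank the relation was weaker. The Spearman rho of serum and cordycepin effects was −0.27 with shared arrays and −0.08 on average with different ones, with −0.03 as the value nearest to 0, and it was also −0.08 after normexp correction with shared arrays. Each effect rests on fewer arrays in these fits, and no biological cause of the relation was tested.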
